A study of Drosophila melanogaster with 15 samples. Its data were reported in "Transcriptome profiling of aging Drosophila photoreceptors reveals gene expression trends that correlate with visual senescence" (2017).

How the data were processed

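Nuclear RNA was measured by RNA-seq in male Drosophila melanogaster at 5 ages (10, 20, 25, 30 and 40 days after emergence from the pupal case). The flies carried a green fluorescent protein fused to a KASH domain, which places it on the outer nuclear membrane, under the Rh1-Gal4 driver of the outer photoreceptors R1 to R6. Nuclei were pulled out of head homogenates with an antibody against the fluorescent protein. The libraries were primed with random hexamers and oligo-dT, depleted of ribosomal sequence and sequenced in pairs.

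The authors trimmed the reads with Trimmomatic, aligned them with Tophat and bowtie2 to the BDGP6 assembly, and counted read pairs over the exons of each gene with HTSeq-count in its strand-specific mode at default settings, which leave out pairs with several alignments. The authors deposited a table of raw counts with 17558 genes and 15 libraries, a table with the same counts for 7635 genes, and the CPM (counts scaled to a common library total) of those 7635 genes. The authors' CPM was recomputed and equalled the filtered counts divided by the column total of the filtered genes, with no further scaling. The raw count table also holds HTSeq's summary lines, among them the pairs that fell on no annotated feature and the alignments that were not unique. The authors' filter was recovered exactly when CPM over 1 in at least 3 of the 15 libraries was computed on column totals that included these summary lines, which gave the same 7635 genes. On that basis a CPM of 1 equals a CPM of 4.47 to 8.11 over gene counts, depending on the library. With CPM over gene counts alone, 10780 genes passed over 15 libraries.

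Groups were taken from the sample labels. The study discarded day 30 replicate 3 for poor mapping, and it was left out here, which leaves 14 libraries with 3 per age and 2 at day 30. Column names carry an age and a number. The sample descriptions count columns from 0 and the column names count from 1, so for the columns numbered 1 and 2 only the age was taken from the labels. Replicate numbers in the text, and the pairing of libraries by number, are those of the column names.

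Raw counts were tested with edgeR 4.0.16 in R 4.3.3, using quasi-likelihood F tests (glmQLFit and glmQLFTest), TMM scaling factors (trimmed mean of M values) and Benjamini-Hochberg adjustment at 0.05. Genes with CPM over 1 in at least 3 of the 14 libraries were tested, with CPM over gene counts, which gave 10678 genes. The age test fitted a linear and a squared term in age and tested both together. Its direction is the fitted value at day 40 against day 10. Contrasts between 2 ages came from a fit of all 5 ages with a separate mean for each age. CPM values in the text use TMM-scaled library sizes, and log2 CPM used a prior count of 2. Genes named for their change were the 5 highest and 5 lowest by log2 change from day 10 to day 40 among genes past the threshold in both the age test and that contrast, with a mean CPM of at least 10 and every day 40 library on the same side of every day 10 library. Genes of lists fixed in advance (genes the study names, and markers of cell types, immunity, the clock and sex) are given whatever their result. The grouping, tests, gene rule, gene lists and most alternatives were fixed before the data were examined.

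Symbols, coordinates and lengths came from the Ensembl 115 annotation of BDGP6.54, the same assembly sequence as the authors' BDGP6 with gene models that can differ. A symbol and a position were found for 17252 of the 17558 genes, and a length for 10449 of the 10678 tested genes. Of 136 symbols in the fixed lists, 133 matched 1 gene. Gene length was the span including introns.

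The tests were tested on simulated data with counts drawn for the 10678 genes at the real library sizes and 200 genes changed. Genes were drawn independently, with each gene's dispersion as edgeR estimated it. The changes followed a straight course in log2, and no shift was shared by the genes of a library. The age test recovered 61.5% of the 200 changed genes (79% of those changed 4-fold and 44% of those changed 2-fold by day 40), and 6.82% of its calls were false. With no gene changed, it made 0 calls. DESeq2 had 16.5% false calls on the same simulated counts. A single draw of this kind cannot show false calls from shifts shared within a library. Because its dispersions came from edgeR, it is also a limited comparison of the 2 tests.

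Depth ranged from 6213255 to 19819118 gene counts per library (median 10951727). The smallest level that 3 counts can show was 0.151 to 0.483 CPM. These floors cover counting error only, since read pairs without molecular identifiers are not independent molecules.

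Correlations across libraries were tested by permutation with 100000 resamples, or exactly for 8 libraries, two-sided. Gene lists were set against 10000 random lists matched on mean expression. Alternatives covered scaling (DESeq2 size factors, library size only), tests (DESeq2 1.42.0, limma-voom with limma 3.58.1, robust dispersion), filters (none, CPM over 5), age models, a replicate block, library size as a covariate, an additional change threshold, and leaving out each library in turn. The pre-isolation samples, circular RNAs, promoter motifs and gene ontology terms of the study were not analysed here.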

Results

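Photoreceptor nuclear RNA of male flies was compared between 5 ages, from day 10 to day 40, to ask which genes change with age and when. The 14 libraries analysed held 6213255 to 19819118 read pairs assigned to genes. Mean gene counts were 11382200 ± 1895580 at day 10 (SD, n = 3), 12539500 ± 1647720 at day 20 (n = 3), 13635000 ± 5765960 at day 25 (n = 3), 6851150 ± 902116 at day 30 (n = 2) and 13289400 ± 4553840 at day 40 (n = 3). The excluded day 30 replicate 3 held 518520. Library size showed no relation with age (Pearson's r = -0.0173, permutation p = 0.952, adjusted 0.952; Spearman's rho = -0.103, p = 0.724, adjusted 0.724; 14 libraries, 3 relations tested). Within an age, Spearman's rho of log2 CPM across genes between pairs of libraries was 0.965 to 0.981, lowest between day 10 replicates 2 and 3.

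Pairs that fell on no annotated feature numbered 88.2 ± 23.8 per 100 gene counts at day 10 (SD, n = 3), 76.8 ± 10.97 at day 20 (n = 3), 70.6 ± 4.72 at day 25 (n = 3), 112 ± 0.224 at day 30 (n = 2) and 50.4 ± 7.25 at day 40 (n = 3). This ratio, taken as log2, had a Pearson's r of -0.499 with age (permutation p = 0.07, adjusted 0.105) and a Spearman's rho of -0.376 (p = 0.183, adjusted 0.274). The 6 libraries of days 10 and 40 lie equally far from the median age, so all 6 were left out for the repeat, which gave r = 0.657 in the 8 libraries of days 20 to 30 (exact permutation p = 0.0839). The relation therefore rested on the libraries of days 10 and 40. The labels give no batch within which it could be repeated.

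Mitochondrial transcripts were followed because their share can change with the purity of a nuclear preparation. The share of gene counts on 37 mitochondrially encoded genes was 1.84% ± 0.467 at day 10 (SD, n = 3), 1.63% ± 0.258 at day 20 (n = 3), 1.57% ± 0.0971 at day 25 (n = 3), 1.29% ± 0.0943 at day 30 (n = 2) and 0.933% ± 0.0725 at day 40 (n = 3). It fell with age over the 14 libraries (Pearson's r = -0.818, permutation p = 0.00032, adjusted 0.00096; Spearman's rho = -0.806, p = 0.00094, adjusted 0.00282). Without days 10 and 40, r was -0.637 in 8 libraries (exact permutation p = 0.0893), so the relation rested in part on those ages. Leaving out single libraries gave r between -0.905 and -0.778. Most of the fall was in 1 gene, the large ribosomal RNA mt:lrRNA. Its share went from 1.02% ± 0.24 at day 10 to 0.286% ± 0.0526 at day 40 (SD, n = 3 each; r = -0.867, permutation p = 0.00014, adjusted 0.00028; rho = -0.847, p = 3e-04, adjusted 6e-04). The other mitochondrial genes went from 0.821% ± 0.249 to 0.648% ± 0.0462 (r = -0.44, permutation p = 0.115, adjusted 0.115; rho = -0.394, p = 0.163, adjusted 0.163; 14 libraries, 2 relations). In the 8 libraries of days 20 to 30, r was -0.656 for mt:lrRNA (exact permutation p = 0.0821) and -0.174 for the others (exact permutation p = 0.671). This split was chosen after the values were seen.

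**Figure D1:**
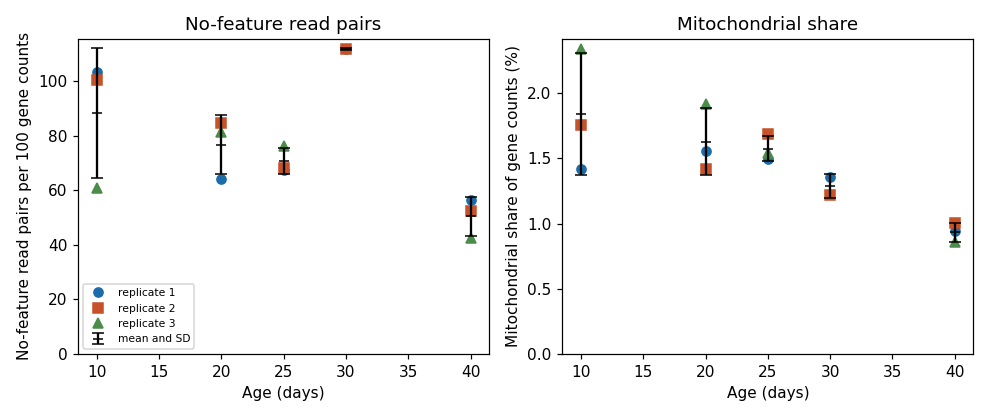
Left, read pairs on no annotated feature per 100 gene counts; right, percent of gene counts on mitochondrially encoded genes; both against age in days, with one point per library and the mean and SD per age. The 2 day 30 libraries lie at 112 no-feature pairs, and the 3 day 40 libraries lie lowest for the mitochondrial share, between 0.856% and 1.00%.

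To identify genes whose expression changed over the 5 ages, a quadratic course in age was tested in 10678 genes. With edgeR's quasi-likelihood test, 892 genes had an adjusted p under 0.05, or 8.35% of those tested. Expression was higher at day 40 than at day 10 in 525 of them and lower in 367. The median log2 change was 0.89 in the higher genes, and expression fell by a median size of 0.70 in the lower genes. The alternative that moved the count by the largest ratio was an additional log2 change of at least 1, which left 316 genes. DESeq2 in place of edgeR gave 1475 genes, 726 higher and 749 lower. That alternative changes the scaling as well as the test, and edgeR with DESeq2 size factors gave 499 higher and 440 lower.

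Pairs of ages were compared to find when expression differed from day 10. At day 20, 1 gene was past the threshold and 865 genes had an unadjusted p under 0.05. At day 25, 76 genes were higher and 28 lower than at day 10. At day 30, 61 were higher and 32 lower, with 2 libraries. At day 40, 617 were higher and 495 lower, and with DESeq2 size factors 563 were higher and 582 lower. The age test and the day 40 contrast shared 751 genes, all 751 with the same direction. Between adjacent ages, no gene passed the threshold from day 20 to day 25 (0 genes, with 466 at an unadjusted p under 0.05) or from day 25 to day 30 (0 genes, with 386 at an unadjusted p under 0.05). From day 30 to day 40, 12 genes rose and 107 fell, and with log2 library size as a covariate that count of 119 became 0 (480 at an unadjusted p under 0.05). Without day 40 replicate 3, day 40 against day 10 gave 559 genes, of which 524 were among the 1112.

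**Figure D2:**
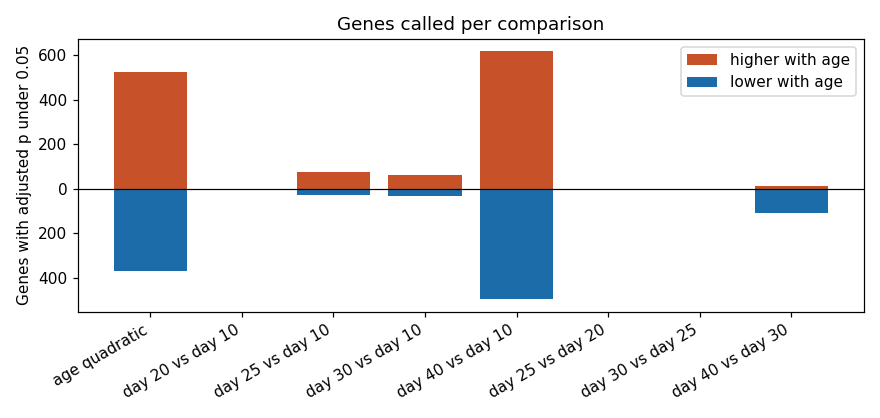
Number of genes with an adjusted p under 0.05 in each comparison, with genes higher at the later age above 0 and genes lower at the later age below 0. Day 40 against day 10 gave the highest bars (617 higher and 495 lower), and day 25 against day 20 and day 30 against day 25 gave 0.

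Among genes past both thresholds, 620 met the naming rule, 374 higher and 246 lower. Arc1 (FBgn0033926, chromosome 2R, 14357927 to 14360297) rose from 38.7 ± 10.0 CPM at day 10 to 362 ± 100 at day 40 (SD, n = 3 each), a log2 change of 3.22 ± 0.225 (SE, edgeR adjusted p = 5.68e-07). CG9377 (FBgn0032507, 2L, 13359901 to 13361565) rose from 1.71 ± 1.28 to 18.3 ± 2.28 CPM (3.44 ± 0.538, adjusted p = 0.000915) and already averaged 13.4 ± 8.22 CPM at day 20 (n = 3). CG9759 (FBgn0038160, 3R, 13607078 to 13609246) rose from 8.41 ± 2.18 to 69.3 ± 3.92 CPM (3.04 ± 0.382, adjusted p = 0.000121). Muc14A (FBgn0052580, X, 16009114 to 16061722) rose from 9.04 ± 1.97 to 70.3 ± 11.1 CPM (2.96 ± 0.258, adjusted p = 3.2e-06). Cyp4p1 (FBgn0015037, 2R, 9240041 to 9242139) rose from 38.0 ± 7.47 to 295.7 ± 135.3 CPM (2.96 ± 0.267, adjusted p = 4.61e-06), and it overlaps hig on the other strand.

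The largest decreases included 3 neighbouring genes on chromosome 3R. sowi (FBgn0037460, 6626930 to 6627900) went from 240.7 ± 127.3 CPM at day 10 to 24.0 ± 2.88 at day 40 (SD, n = 3 each), a log2 change of -3.33 ± 0.39 (SE, edgeR adjusted p = 6.28e-05). CG15177 (FBgn0037461, 6628204 to 6629321) went from 228.4 ± 123.6 to 25.5 ± 7.74 CPM (-3.17 ± 0.412, adjusted p = 0.000175). sunz (FBgn0037462, 6630151 to 6631184) went from 1978 ± 669.7 to 409.4 ± 81.8 CPM (-2.27 ± 0.314, adjusted p = 0.000307). At day 30, sowi still averaged 153.2 ± 83.3 CPM (n = 2). CG13737 (FBgn0036382, 3L, 13878994 to 13883056) went from 21.6 ± 9.56 to 5.32 ± 1.05 CPM (-2.02 ± 0.392, adjusted p = 0.00413). It overlaps dysc on the other strand, and its adjusted p in the age test was 0.0347, and between 0.00115 and 0.258 over 28 alternatives. The mitochondrial large ribosomal RNA mt:lrRNA (FBgn0013686, mitochondrial genome, 12735 to 14058) went from 10850 ± 1685 to 2839 ± 451.3 CPM (-1.93 ± 0.204, adjusted p = 2.56e-05).

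**Figure D3:**
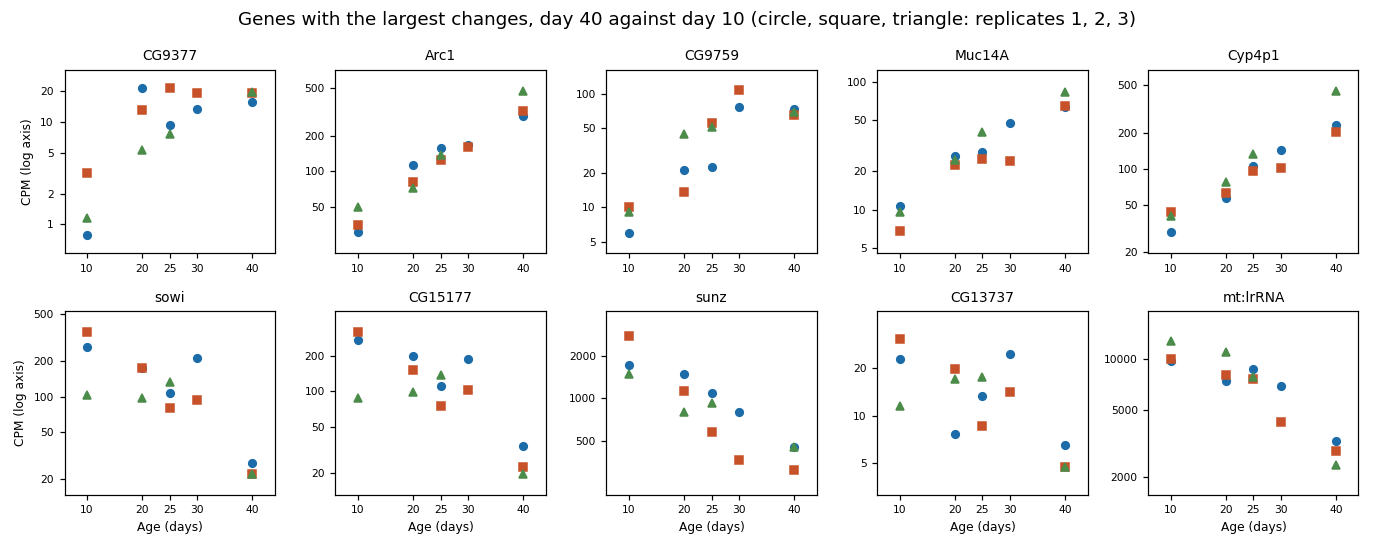
CPM per library (log axis) against age in days for the 5 genes with the highest and the 5 with the lowest log2 change from day 10 to day 40, with one point per library. Every day 40 library lies on one side of every day 10 library for each of the 10 genes, which the naming rule required.

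Genes that the study names were read out next. They are the study's own calls on these libraries, so their result shows no stability. Of 45 tested, 40 had an adjusted p under 0.05 over all tested genes and 44 when adjusted over the list alone. All 7 DNA repair genes were higher with age, among them PolZ1 (log2 change 1.61, adjusted p = 5.06e-06), Xrp1 (1.71, adjusted p = 1.41e-05) and rad50 (1.05, adjusted p = 5.91e-05). All 5 tested chaperone and unfolded protein response genes were higher. All 10 neuronal genes were lower, with the largest decreases in Sh (-1.33, adjusted p = 0.00267) and shakB (-1.16, adjusted p = 0.000433). The 5 genes not past the threshold were QC (adjusted p = 0.0543), AGO1 (0.354), AGO2 (0.0747), NFAT (0.0549) and Taf7 (0.0682).

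Marker lists addressed cell composition and physiological state. Of 78 marker genes tested, 13 had an adjusted p under 0.05 over all tested genes and 22 when adjusted over the pooled lists alone. The Rh1 gene ninaE did not differ (log2 change 0.42, edgeR adjusted p = 0.28), and 0 of 4 inner photoreceptor rhodopsins, 0 of 5 glial markers, 0 of 9 antimicrobial peptide genes and 0 of 5 dosage compensation genes were past the threshold in the age test. The study found the driver active in antennae too and considers it most likely that mechanosensory neurons gave part of the nuclei. Of 8 auditory genes, 3 were higher and 5 lower in the age test. Past the threshold, nompB was higher (2.62, adjusted p = 0.00186) and Rfx lower (-0.51, adjusted p = 0.00946). Not past it, nompA (-1.10, unadjusted p = 0.00579, adjusted 0.0592) and nompC (-0.45, unadjusted p = 0.0442) were lower. In the other lists Mlc2 of 4 muscle genes was higher (1.00, adjusted p = 0.00824). Yp1 of 6 fat body or female genes was higher (8.39, adjusted p = 0.011). Its direct day 40 against day 10 contrast gave 6.23, and day 40 replicate 2 held only 0.94 CPM. Hsp70Bbb of 9 heat shock genes was higher (2.53, adjusted p = 0.0459) but lost the threshold in 19 of 27 alternatives. Mean Hsp70Bbb levels were 0.086 CPM at day 10, 1.61 at day 25 and 0.49 at day 40, near the counting floor. At day 40 against day 10, DptB (log2 change 3.14, adjusted p = 0.00245) and msl-2 (0.58, adjusted p = 0.0397) were past the threshold. So were Hsp26 (2.08, adjusted p = 0.0324) and Yp2 (4.95, adjusted p = 0.0481), which were not past it in the age test. All 9 antimicrobial peptide genes were higher in that contrast (median change in the age test 1.74). Their levels were low. At day 10, Mtk, CecA2, CecA1 and AttA averaged 0.075, 0.25, 0.35 and 0.35 CPM, near the smallest level that 3 counts can show. AttB, the highest of the 9 at day 10, averaged 5.63 CPM. Some genes of the lists with no gene past the threshold in the age test had an unadjusted p under 0.05 there. These were Rh4 (unadjusted p = 0.0373), Rh6 (0.0387), DptA (0.0226), DptB (0.0197) and msl-2 (0.0072). Among 20 phototransduction genes, 3 were past the threshold, all 3 lower. Of 8 clock genes, 5 were past the threshold, all 5 higher. These were per, tim, vri, Pdp1 and cwo, and the values of day 40 replicate 3 stood apart from the other 13 libraries. tim was 4119 CPM in that library and 338 to 629 CPM in the other 13. per was 687 CPM against 58.6 to 127, and Clk was 94.6 CPM against 309 to 493. Without that library, tim, vri, Pdp1 and cwo were not past the threshold, with log2 changes of 0.29, 0.99, 0.18 and 0.34, and per was (0.80).

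**Figure D4:**
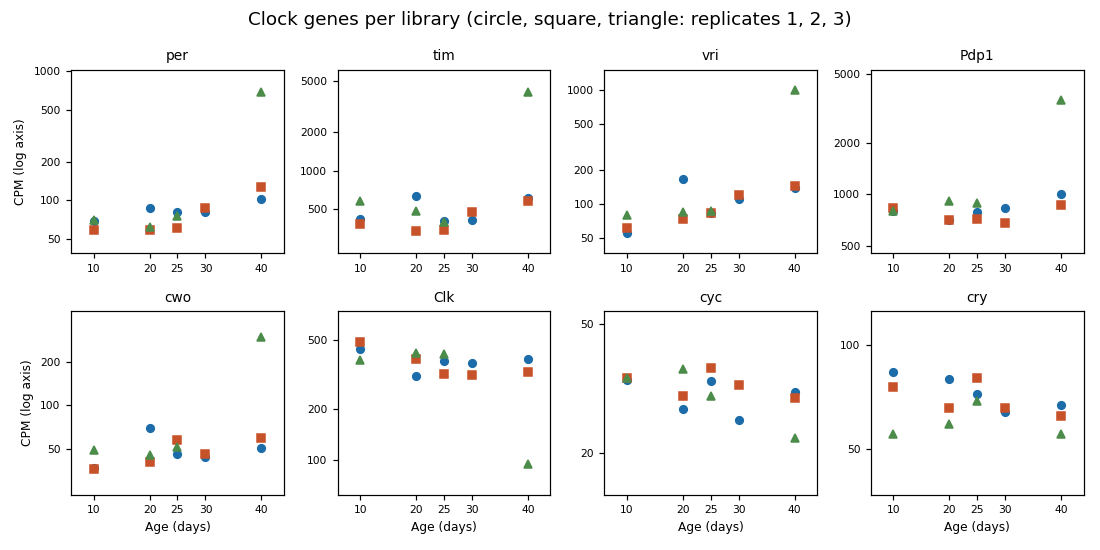
CPM per library (log axis) against age in days for 8 clock genes, with one point per library. Day 40 replicate 3 lies above the other 13 libraries for per, tim, vri, Pdp1 and cwo and below them for Clk and cyc.

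The course of change was described by the share of the day 10 to day 40 log2 change reached by day 20, for which a straight course gives 33.3%. The median share was 34.0% in the 525 higher genes and 52.5% in the 367 lower genes. By day 30 the medians were 63.2% and 85.7%, against 66.7% for a straight course. With library size alone as the scaling the shares by day 20 were 46.4% and 38.2%, in the opposite order. The jackknife standard error over libraries was 12.3 and 25.9 percentage points for the shares at day 20, so the shares of higher and lower genes were not separated by more than the error.

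The study compared length and expression level between age-regulated and other genes. Genes lower with age had a median span of 6534 bp, genes higher with age 3382 bp and the other tested genes 2545 bp. The area under the ROC curve (AUC) of gene length was 0.658 for lower and 0.565 for higher genes. Each group was set against all tested genes outside it, including age-regulated genes of the other direction. For mean log2 CPM the AUC was 0.770 for lower and 0.647 for higher genes. Across all tested genes, which are not independent replicates, the log2 change per 10 days had a Spearman's rho of -0.0236 with gene length, and 74 of 100 arrangements of the ages within replicate numbers gave a rho as large (permutation p = 0.74). With expression level, rho was -0.0264 and 74 of 100 arrangements gave one as large (permutation p = 0.74).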

Values the study reported

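The study identified 604 age-regulated genes with maSigPro at an FDR under 0.05. After genes depleted from the purified nuclei were left out, 555 remained, with 288 upregulated and 267 downregulated by day 40. Its analyses of promoter motifs used 7580 expressed genes as the background.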

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

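The test of the no-feature ratio against the first principal component was chosen only after the result was seen. The main gene tests used neither the no-feature pairs nor day 30 replicate 3. Both were looked at because they hold data that those tests do not use.

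Pairs on no annotated feature were frequent, reaching 111.9 per 100 gene counts in day 30 replicate 2 and falling to 42.4 in day 40 replicate 3. The first principal component of log2 CPM (20.2% of the variance) followed this ratio. Within ages, the correlation with the log2 ratio was -0.939 (exact permutation p = 0.00309 over 2592 arrangements). It also followed library size within ages (r = 0.662, exact permutation p = 0.00617), so the ratio and the depth cannot be told apart as sources of this component. Gene length and intron content were also tested. Across genes, the slope on the ratio within ages had a Spearman's rho of -0.138 with gene length and -0.16 with span over summed exon length, both under the size of 0.2 set in advance. The component also had an r of 0.80 with age itself. With the log2 ratio as a covariate, an alternative chosen after seeing the data, the age test called 436 genes, 402 of them among the 892, and day 40 against day 10 called 197, of which 93 were among the 1112. Part of the calls may therefore follow the ratio. The day 40 libraries have the lowest ratios, so the covariate also removes effects of age, and the 2 cannot be told apart. GC content was not analysed here.

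The discarded day 30 replicate 3 gave a Spearman's rho of 0.9411 across genes with day 30 replicate 2. Day 30 replicate 1, thinned to the same depth, gave 0.9443, against 0.976 at full depth over the tested genes, so low depth gave most of the difference, and a gap remained in a single thinning. Against the mean profiles of the ages, rho of this library was 0.941 (day 10), 0.947 (day 20), 0.946 (day 25), 0.943 (day 30) and 0.948 (day 40), which gives no separation by age. No biological explanation was tested.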

How the results depend on the processing

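The alternatives were fixed before the data were examined, except for the no-feature ratio as a covariate, the authors' filtered gene set, the mitochondrial share split by gene and the settings for ribosomal protein genes, which were chosen after seeing the data. Unless stated, the cause of a difference was not tested.

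Across the 14 fits that each left out one library, the age test gave 472 to 1133 genes. The contrasts gave 0 to 27 genes (day 20 against day 10; 0 without day 40 replicate 1, with 814 at an unadjusted p under 0.05), 19 to 252 (day 25 against day 10), 24 to 209 (day 30 against day 10, 12 fits), 542 to 1252 (day 40 against day 10), 22 to 194 (day 40 against day 30, 12 fits), and 0 in each fit for day 25 against day 20 and for day 30 against day 25. At an unadjusted p under 0.05 those last contrasts gave 466 and 386 genes with all 14 libraries. Fits that left out a day 30 library were not used for contrasts with day 30.

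With DESeq2, the counts were 1475 (age test), 49, 391 and 359 (days 20, 25 and 30 against day 10), 1 (day 25 against day 20), 5 (day 30 against day 25) and 276 (day 40 against day 30). With DESeq2 the share of higher genes was 49.2% in the age test. It was 47.8%, 44.3% and 46.4% at days 25, 30 and 40 against day 10, under 50% in each. At day 20 against day 10 it was 71.4% of 49 genes. With DESeq2 size factors in edgeR the share was 49.2% at day 40. DESeq2 also made more false calls on simulated counts (16.5% against 6.82%), in a single draw whose dispersions came from edgeR. With limma-voom, day 20 against day 10 gave 0 genes (851 at an unadjusted p under 0.05), day 30 against day 10 gave 35 and day 40 against day 30 gave 67. Robust dispersion gave 6 genes for day 20 against day 10, and DESeq2 size factors gave 2. Without a filter, 128, 460 and 403 genes differed from day 10 at days 20, 25 and 30, and 32, 25 and 370 genes differed between adjacent ages (days 20 to 25, 25 to 30, 30 to 40). With CPM over 5, day 20 against day 10 gave 2 genes.

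Library size alone as the scaling gave a median log2 change of all genes of 0.13 in the age test, against 0.00927 with TMM, and medians of 0.11, 0.12, 0.24 and 0.11 at days 20, 25, 30 and 40 against day 10. The counts became 10, 198 and 181 genes at days 20, 25 and 30. The share of higher genes went from 58.9% to 79.5% in the age test, from 73.1% to 87.9% at day 25, from 65.6% to 92.3% at day 30 and from 55.5% to 70.7% at day 40. With DESeq2 size factors in edgeR the share in the age test was 53.1%, and with limma-voom it was 58.1%.

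An additional log2 change of at least 1 left 316 genes in the age test, 57 at day 25, 60 at day 30 and 505 at day 40. An R squared of at least 0.7 left 328 genes. A separate mean per age gave 439 genes. Fits of only the 2 ages compared gave 0 genes for day 20 (659 at an unadjusted p under 0.05), 150 for day 25 (75 higher and 75 lower), 31 for day 30 and 727 for day 40 against day 10, and 3 for day 30 against day 25. Including day 30 replicate 3 gave 7 genes at day 20 and 145 at day 30 against day 10.

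With log2 library size as a covariate, day 30 against day 10 gave 55 genes and day 40 against day 30 gave 0 (480 at an unadjusted p under 0.05). With the log2 no-feature ratio as a covariate, the age test gave 436 genes, and days 20, 30 and 40 against day 10 gave 7, 499 and 197 genes. Of the 197, 93 were among the 1112, with 71 higher and 126 lower. Day 40 against day 30 then gave 0 genes (1244 at an unadjusted p under 0.05). The authors' filtered gene set gave 951 genes in the age test, 842 of them among the 892.

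Libraries with the same number were from different flies and did not deviate together, with a mean correlation of deviations from the age means of -0.029 for the same number and 0.0146 for different numbers. With the replicate block, the age test gave 676 genes (658 among the 892) and the contrasts gave 4, 51, 36 and 863 genes at days 20, 25, 30 and 40 against day 10, then 2, 0 and 38 between adjacent ages (330 genes at an unadjusted p under 0.05 for day 30 against day 25). Of the 45 genes the study names, 36 were past the threshold with the block. With the replicate block and log2 library size together, the contrasts with day 10 gave 0 (669 at an unadjusted p under 0.05), 35, 26 and 622 genes, day 25 against day 20 gave 2, and day 40 against day 30 gave 0 (411 at an unadjusted p under 0.05).

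Among descriptions, library size alone gave 46.4% of the change by day 20 in higher genes and 38.2% in lower genes, the opposite order. The mitochondrial share with mitochondrial genes other than mt:lrRNA, chosen after seeing the data, had an r of -0.44 with age, against -0.818 with all of them. CPM over 5 gave 0.493 for the gene length AUC, higher genes, and 0.554 for the expression level AUC, higher genes, and a rho of -0.12 with length and -0.14 with expression level. Genes of the day 40 contrast gave AUCs of 0.573 for length and 0.668 for expression in lower genes. Leaving out single libraries gave 25.2% to 39.0% (higher) and 34.9% to 60.6% (lower) of the change by day 20.

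Of the genes named from the lists and the rule, Taf7 changed sign, with a log2 change of -0.042 without day 10 replicate 1 and up to 0.278 in the other fits that left out 1 library. Over all named genes and alternatives, 149 results lost the threshold, 41 gained it and 1935 kept their direction and side. Of the other values followed (counts of higher and of lower genes, and medians of the marker lists and of ribosomal protein genes), 96 counts fell and 61 rose by more than 1.5-fold, and 487 values stayed. CG13737 lost the threshold in 10 of 28 settings, with adjusted p from 0.00115 to 0.258. Day 30 has 2 libraries with 6213255 and 7489039 gene counts, which limits its contrasts. On simulated counts, day 20 against day 10 recovered 5% of the changed genes, and 28.6% of its 14 calls were false. The genes simulated to rise 4-fold by day 40 had a median log2 change of 0.71 in that contrast. A low count at day 20 therefore does not show that few genes changed.

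In 100 arrangements of the ages within replicate numbers, 1, the real one, gave 892 genes, and the highest other count was 222. For contrasts of 3 against 3 libraries, 10 splits exist, so no share under 0.1 is possible. The real split was the 1 split with as many genes for days 20, 25 and 40 against day 10, and 10 of 10 splits gave as many (0 or more) for day 25 against day 20. Of the 10 splits, 4 part all 3 same-numbered pairs as the real one does, and the other 6 part 1 pair. Among those 4, the real split was the 1 with as many genes for days 20, 25 and 40 against day 10.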

Other observations

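The tests on the clock genes, on neighbouring genes and on yolk protein transcripts were chosen only after the results were seen.

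Day 40 replicate 3 differed from the other libraries in clock gene transcripts. The median absolute log2 difference over per, tim, vri, Pdp1, cwo and Clk from the other day 40 libraries was 2.51. All 6 genes lay outside the range of the other 13 libraries, with per, tim, vri, Pdp1 and cwo above it and Clk below it. After thinning to the smallest library the difference was 2.518, so greater depth did not account for it. The list of 8 clock genes lay at percentile 100 of random lists matched on expression, so it exceeded the general shift of the library. Prediction from the no-feature ratio and age in the other 13 libraries left 2.379. The highest tim level in any other library of the table, before scaling, was 654.6 CPM against 3957 in this one, so no exchange with a library of another age in the table would explain it. The other day 40 libraries differed from day 10 by 0.4229, against 3.04 for this library, so age alone did not account for it either. The direction of the 6 genes is the one predicted for another time of day or light exposure at harvest, as a candidate explanation. The study's methods give the same morning hours of harvest for all ages, which goes against another time of day, so the source remains open. Without this library, the gene tim, gene vri, gene Pdp1 and gene cwo results lost the threshold in the age test (adjusted p = 0.349, 0.0602, 0.433 and 0.488), and gene per kept it (log2 change 0.80, adjusted p = 0.00927). Over all alternatives the highest adjusted p was 0.349 for tim, 0.133 for vri, 0.433 for Pdp1, 0.546 for cwo and 0.11 for per, and the lowest was 1.45e-06, 1.76e-07, 9.05e-05, 8.84e-05 and 3e-08. Without this library, the age test called 629 genes, 566 of them among the 892. Leaving out day 40 replicate 2 gave 604 genes in the age test. For day 40 against day 10, 559 genes were past the threshold without replicate 3, 771 without replicate 2 and 982 without replicate 1, and for day 40 against day 30 the counts were 22, 41 and 90.

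Of 77 cytosolic ribosomal protein genes, 74 were higher with age (median log2 change 0.61), and 3 were lower. Of the 74, 42 were past the threshold, and of the 3 lower genes 0 were. The number higher was 74 with DESeq2 size factors and 76 with library size only. The number past the threshold was less stable. Over the fits that left out 1 library it went from 14 (without day 40 replicate 2) to 68 (without day 20 replicate 1). The mitochondrial share of counts fell with age. If less cytoplasmic RNA had been carried along in older libraries, ribosomal protein transcripts would be expected to fall too, but their median lay at percentile 100 of random lists matched on expression. That test looked only for a fall. It cannot tell a rise with age from more cytoplasmic RNA in older libraries, which would raise these transcripts too. With the no-feature ratio as a covariate 73 of the 77 were higher, the median change was 0.47, within the jackknife error of 0.15, and 1 gene was past the threshold. Regressing the no-feature ratio out of both hardly moved the r of the mitochondrial share with age (-0.818 before and -0.822 after, permutation p = 0.00031), so it corrected little. Of 18 tested mitochondrial genes, 14 were lower with age and 3 passed the threshold. Most of the decline in share was in mt:lrRNA, and the summed share of the other mitochondrial genes had no detectable relation with age (r = -0.44, permutation p = 0.115, 14 libraries). A difference in ribosomal RNA depletion would act on mt:lrRNA and was not tested directly, so the decline of mt:lrRNA cannot be told apart from it.

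Genes lower with age were neighbours more often than in random lists matched on expression. Among 356 lower genes with a nuclear position, 22 adjacent, non-overlapping pairs of tested genes were both lower, against a median of 9 in the random lists (share of lists with as many 6e-04). The run of sowi, CG15177 and sunz adds to this count. Pairs with several alignments were not counted, which goes against reads shared between related neighbours as the source. The count took no account of strand or distance. sowi and CG15177 lie on the same strand with similar means (240.7 and 228.4 CPM at day 10, 24.0 and 25.5 at day 40), and sunz on the other. Whether sowi and CG15177 are separate decreases was not tested. Other technical sources were not tested, and shared regulation remains a hypothesis.

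The greater length of lower genes may follow from their expression. Their median span of 6534 bp was at percentile 77.69 of random lists matched on expression (median 6143 bp). The higher genes, at 3382 bp, were at percentile 2.92 (median 3704.5 bp), so the lower genes were longer than matched genes by no more than the random spread, and the higher genes were shorter than nearly all matched lists.

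Yp3 was present in all 14 libraries (47.2 to 256.9 CPM), and Yp1 and Yp2 were raised in some. Yp1 was 53.8 CPM in day 30 replicate 2, 57.3 in day 40 replicate 3 and 7.89 in day 40 replicate 1, and at most 2.51 in the other used libraries. Yp2 was 22.8, 28.2 and 2.53 CPM in the same libraries. The fitted curve gave Yp1 a log2 change of 8.39 from day 10 to day 40, and the direct contrast gave 6.23. Yp1 was past the threshold in the age test (adjusted p = 0.011), and it stayed so without any 1 of these 3 libraries. It lost the threshold with limma-voom (adjusted p = 0.427) and with robust dispersion (0.071), and its adjusted p over 28 alternatives was 4.78e-06 to 0.427. RNA of female flies is a possible explanation, and it would lower the male-specific roX RNAs. Over 14 libraries, Spearman's rho between yolk protein and roX transcripts was -0.006593 (permutation p = 0.988). A small share of female RNA would change roX little, so this test is weak against it, and other sources were not tested.

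The number of genes with an adjusted p under 0.05 in the age test here was 892. That is higher than the values quoted from the study above. The alternatives gave 316 to 1475 genes, so this order depends on the setting. The number of genes higher with age here was 525. That is higher than the value quoted from the study above. The alternatives gave 211 to 726 higher genes, so this order depends on the setting too. The counts also differ in method. The study used maSigPro and a stricter gene filter. Its upregulated genes exclude those depleted from the nuclei, and their direction came from clusters. No depleted genes were left out here, and on the authors' filtered gene set the age test gave 951 genes.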
